A study of Homo sapiens with 16 samples. Its data were reported in "MED12 and CDK8/19 Modulate Androgen Receptor Activity and Enzalutamide Response in Prostate Cancer" (2024).

How the data were processed

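Messenger RNA was counted in 16 libraries made from spheroids of 3 prostate cancer cell lines, LNCaP, 22Rv1 and PC3. Cells had been transfected with 25 pmol of a pool of small interfering RNAs against MED12 (siMED12) or of a non-targeting pool (siCtrl), grown in 2D for 3 days and then kept as spheroids for 4 days, 7 days in all. The libraries were prepared by BRB-seq, which barcodes each sample at reverse transcription and sequences the 3′ ends of polyadenylated transcripts, so that a count does not depend on the full length of the transcript. The authors aligned and counted the reads with STARsolo against Gencode release 43 on GRCh38. Whether unique molecular identifiers were collapsed is not stated.

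The deposited count table holds raw counts, whole numbers without normalization, for 62703 genes in the 16 libraries. The deposited expression table holds log2 CPM, the log2 of counts scaled to a common library total (CPM), which the authors made from those counts with edgeR. It was checked by recomputing it from the counts: the edgeR expression filter with the 6 groups, library sizes summed after the filter, scaling by the trimmed mean of M values (TMM) and a prior count of 2 gave the same 10566 genes and the same values to within 5.0e-14. Gene symbols and identifiers come from the count table, in which every gene has a name. Coordinates come from Gencode release 44 on GRCh38, matched by gene identifier without its version.

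Every library was assigned by its label to a cell line, a treatment and a replicate number. The 16 libraries form 6 groups, 4 of 3 libraries and 2 of 2 libraries, with 9 siCtrl and 7 siMED12 libraries. The totals ran from 479118 to 993807 counts with a median of 764494. A gene with 0 counts in a library could still have held up to 3 counts, which is 3.02 to 6.26 CPM depending on the library. The 14 pairs of replicates within groups were compared count by count to look for duplicated libraries, and their variance was 1.86 to 4.52 times that expected of 2 samplings of the same pool, so no library was a copy of another of its group.

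Differential expression was tested in R 4.3.3 with the quasi-likelihood test of edgeR 4.0.16, in 1 fit of the 16 libraries with a mean for each of the 6 groups. The filter kept genes with a minimum count of 10 and a minimum total of 15, and the kept genes held 97.9% to 98.6% of the counts of each library. The common biological coefficient of variation was 0.125. The contrasts were siMED12 against siCtrl within each line, the mean of those 3 effects, the 3 pairwise differences between the effects, and the 3 differences between the siCtrl groups of the lines. Reported p-values are those of the 2-sided edgeR quasi-likelihood test, adjusted over the 10566 tested genes of 1 contrast by the method of Benjamini and Hochberg, with a threshold of 0.05. The standard error (SE) of a log2 fold change was taken as its size divided by the square root of its quasi-likelihood F statistic. Levels are given as TMM-scaled CPM with the standard deviation (SD) between libraries.

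The genes named were MED12, its paralog MED12L, the other genes of the Mediator kinase module (MED13, MED13L, CDK8, CDK19 and CCNC), MYC, KLK3, FKBP5 and TMPRSS2. The results of 1 other gene chosen with these are left out. In each line the 3 highest and the 3 lowest fold changes were added among genes past the threshold with a mean of at least 20 CPM in that line and with every siMED12 library on one side of every siCtrl library. For the mean over the lines the same rule, with that separation in each of the 3 lines, allowed up to 5 genes of each sign. For differences between lines it took the 2 genes of each sign with the smallest p. Where a count was small enough to list, genes outside this rule are named, and these were chosen after their values were seen.

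The study tested hallmark gene sets with camera. Those sets were not used here, and 12 lists written from general knowledge took their place: MYC targets V1, MYC targets V2, androgen response, S phase, G2/M phase, p53 targets, interferon response, cholesterol synthesis, hypoxia, nuclear-encoded oxidative phosphorylation, mitochondrially encoded genes and cytosolic ribosomal proteins. They are not the hallmark sets, and the largest overlap between any of them is the 18 genes shared by the MYC lists. Each was tested with camera of limma 3.58.1 at its preset inter-gene correlation of 0.01, adjusted over the 12 lists of 1 contrast, and again with fry, with an estimated correlation and by ranks. Over 80% of each list passed the expression filter except the interferon response list, of which 17 of 38 genes did.

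The comparisons, groups, tests, gene lists, naming rule and alternatives described so far were set before the data were examined. Those alternatives were scaling by the relative log expression method, the Wald test of DESeq2 1.42.0, limma with a trend on the deposited log2 CPM, the legacy and the robust edgeR tests, all genes with at least 1 count, genes with at least 10 counts in every library, thinning to the smallest total, removal of ribosomal protein and mitochondrially encoded genes before scaling, fits of 1 or 2 lines alone or of the siCtrl libraries alone, a replicate block, and leaving out each library in turn. The replicate block gave each combination of line and replicate number its own level, or, as a separate alternative, each replicate number a level shared by the lines. It was checked whether the numbers pair the libraries. Residuals of siCtrl and siMED12 libraries with the same number in the same line were correlated across genes in each of the 7 pairs (r of 0.18 to 0.36 over 2683 genes with a mean log2 CPM above 6, and 0.052 to 0.21 over all tested genes), while libraries with the same number in different lines were not (mean r of -0.061 and -0.029). Genes are not independent replicates, and the limit of 6 was chosen after the data were seen. The fit without a block was kept as the main result, since that choice had been made beforehand.

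Another pair of alternatives was added after the data were seen, each also with the replicate block within lines. Counts brought in from other lines were estimated from genes with at least 100 CPM in the siCtrl libraries of 1 line and at least 50 times less in both others, and where a library exceeded the median of its line by 0.5 percentage points or more, that excess of the other line's mean profile was subtracted. A smooth trend of log2 CPM with transcript length (lowess, span 0.3) was removed from each library in the second of them.

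The steps were tested on simulated data with the depths and group sizes of the study. The 200 changed genes were drawn from those with a mean of at least 20 CPM and changed alike in the 3 lines. The recovery given here therefore does not cover rarer genes, and no difference between lines was simulated. The edgeR test recovered 72.5% to 76.5% of the changed genes within a line, 91.0% to 93.0% of those changed 4-fold and 53.0% to 62.0% of those changed 2-fold. Of its calls 14 of 167 in LNCaP (8.38%), 4 of 149 in 22Rv1 (2.68%) and 11 of 160 in PC3 (6.88%) were false. With no gene changed it called 0 or 1 of 10253 genes in each contrast. The correction for carried-over counts found 4.96 percentage points where 5 had been put in. With 2 or 3 libraries per group no rank or permutation test of a single gene within a line can reach the threshold, since 3 against 3 libraries allow only 10 splits. Protein, proliferation, drug response and the study's other sequencing experiments were not analysed here.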

Results

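Gene expression was measured by 3′ tag sequencing in spheroids of 3 prostate cancer cell lines in which MED12, a subunit of the Mediator kinase module, had been targeted by RNA interference. LNCaP cells depend on androgen and respond to enzalutamide, 22Rv1 cells respond to androgen but resist the drug, and PC3 cells respond to neither. There were 3 siCtrl libraries in each line, 3 siMED12 libraries in LNCaP, and 2 siMED12 libraries, replicates 1 and 3, in each of 22Rv1 and PC3. The total count was 635562 to 993807 in LNCaP siCtrl, 724832 to 907519 in LNCaP siMED12, 606246 to 802267 in 22Rv1 siCtrl, 774484 to 957684 in 22Rv1 siMED12, 709106 to 954472 in PC3 siCtrl and 479118 to 713704 in PC3 siMED12. Between 14365 and 15867 genes were detected in a library. Mitochondrially encoded genes took 5.41% to 12.9% of the counts and the 10 most abundant genes took 9.72% to 15.3%.

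The first comparison asked whether the target transcript was still reduced 7 days after transfection. MED12 (ENSG00000184634, GRCh38 chromosome X, 71118543 to 71144103) was counted at low depth, with 5 to 22 counts per library. In LNCaP its level was 11.5 ± 1.48 CPM (SD, n = 3) in siCtrl and 8.0 ± 2.04 CPM (n = 3) in siMED12, a log2 fold change of -0.50 (95% confidence interval -1.41 to 0.41). In 22Rv1 it was 19.8 ± 3.39 CPM (n = 3) in siCtrl and 8.20 ± 1.10 CPM (n = 2) in siMED12, a log2 fold change of -1.28 (-2.17 to -0.39), with both siMED12 libraries below each siCtrl library. In PC3 it was 18.5 ± 9.99 CPM (n = 3) in siCtrl and 15.2 ± 0.926 CPM (n = 2) in siMED12, a log2 fold change of -0.22 (-1.07 to 0.63). The edgeR p-value was 0.00836 in 22Rv1, which did not pass adjustment over all tested genes (adjusted p 0.175), and the adjusted p was 0.878 in LNCaP and 0.987 in PC3. The alternative that moved these values most was removal of a transcript length trend with the replicate block, under which the PC3 value was -0.81 (adjusted p 0.747), and thinning to the smallest library total turned it to 0.23. Without PC3 siCtrl replicate 1 it was 0.25 and without PC3 siCtrl replicate 2 it was -0.63. A reduction of MED12 was therefore measured in 22Rv1 and was not detectable at this depth in LNCaP and PC3. The study itself describes the knockdown in spheroids as highly efficient, from measurements that were not analysed here. A missing call at 5 to 22 counts per library does not contradict that description. The paralog MED12L had 0 to 4 counts in a library and was not tested.

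**Figure D1:**
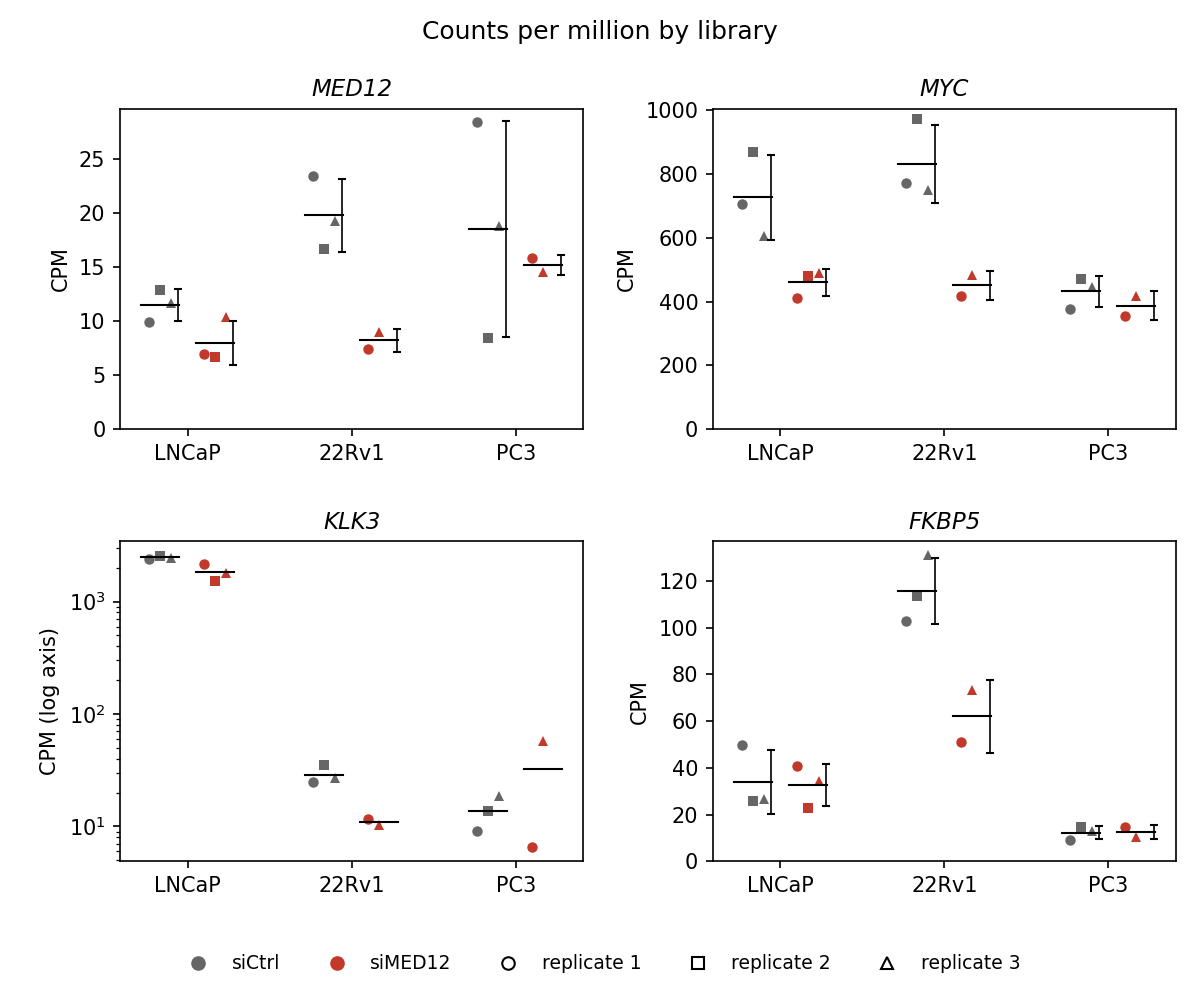
TMM-scaled CPM (vertical axes, logarithmic for KLK3) of 4 genes in each library of the 3 lines (horizontal axes), with siCtrl in grey and siMED12 in red, the group mean as a line and the SD as a bar except on the logarithmic axis. MYC lies between 413 and 489 CPM in the 3 LNCaP siMED12 libraries and between 604 and 869 CPM in the siCtrl libraries, and KLK3 in PC3 reaches 58.1 CPM in siMED12 replicate 3 alone.

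The second comparison asked which genes changed after siMED12 in each line. In LNCaP 44 of 10566 genes passed the threshold, 5 higher and 39 lower, and 776 had an unadjusted p under 0.05. In 22Rv1 194 genes passed, 105 higher and 89 lower, and 1240 had an unadjusted p under 0.05. In PC3 0 genes passed, while 527 had an unadjusted p under 0.05 and the smallest adjusted p was 0.420. The counts rose most when libraries of the same line and number were paired. With this replicate block 117 genes passed in LNCaP (28 higher), 312 in 22Rv1 (151 higher) and 20 in PC3 (0 higher), and the LNCaP and 22Rv1 calls included 44 and 182 of the genes called without the block. Among the 4586 genes with at least 10 counts in every library 28 passed in LNCaP, 75 in 22Rv1 and 0 in PC3. Single libraries also moved the counts. Without LNCaP siCtrl replicate 3 the LNCaP count was 12, without LNCaP siMED12 replicate 2 it was also 12, and without LNCaP siCtrl replicate 2 it was 14. Without 22Rv1 siCtrl replicate 3 the 22Rv1 count was 109, and without PC3 siCtrl replicate 2 the PC3 count was 3. Every siMED12 library lay on one side of every siCtrl library for 44 of the 44 LNCaP genes and 189 of the 194 22Rv1 genes. Among all tested genes this separation was found for 12.6% in LNCaP, where chance gives 10%, and for 26.6% in 22Rv1 and 20.7% in PC3, where chance gives 20%. The median size of the log2 fold change among called genes was 1.11 in LNCaP and 1.15 in 22Rv1.

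In LNCaP the highest fold changes that met the naming rule were those of MAF, BASP1 and FAM110B. MAF (ENSG00000178573, chromosome 16, 79585843 to 79600737) rose from 9.92 ± 6.69 to 36.6 ± 17.3 CPM (n = 3 and 3), with a log2 fold change of 1.99 (SE 0.45, edgeR adjusted p 0.0235). BASP1 (ENSG00000176788, chromosome 5, 17065598 to 17276843) rose from 36.7 ± 7.75 to 121 ± 28.6 CPM, with 1.68 (SE 0.23, adjusted p 7.8e-05). FAM110B (ENSG00000169122, chromosome 8, 57994523 to 58204279) rose from 14.9 ± 3.89 to 44.5 ± 15.7 CPM, with 1.61 (SE 0.30, adjusted p 0.00587). The lowest were BHLHE40 (ENSG00000134107, chromosome 3, 4979437 to 4985323), which fell from 169 ± 32 to 27.5 ± 17.1 CPM (-2.62, SE 0.27, adjusted p 2.4e-07), ATF3 (ENSG00000162772, chromosome 1, 212565334 to 212620777), from 57.6 ± 5.23 to 17.6 ± 5.67 CPM (-1.69, SE 0.27, adjusted p 8.7e-04), and DNAJB1 (ENSG00000132002, chromosome 19, 14514769 to 14560391), from 328 ± 95.9 to 101 ± 6.70 CPM (-1.69, SE 0.17, adjusted p 2.4e-07). MAF lost its call under limma (adjusted p 0.112) and without siCtrl replicate 2 (0.138), siCtrl replicate 3 (0.390) or siMED12 replicate 2 (0.502), and FAM110B lost its call without siCtrl replicate 3 (0.11) or siMED12 replicate 2 (0.139). The other genes that rose, named after their values were seen, were BTD (1.55, SE 0.36, adjusted p 0.0400) and GALNT3 (0.81, SE 0.17, adjusted p 0.0191).

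In 22Rv1 the gene with the highest fold change was RPL32P16 (ENSG00000219747, chromosome 6, 151099529 to 151099933), annotated as a processed pseudogene of RPL32. It had 184 and 220 counts in the siMED12 libraries and at most 3 in each siCtrl library. Its siMED12 level of 235 ± 1.94 CPM was 55.1 times that given by 3 counts in each siCtrl library. The log2 fold change was 6.56 (edgeR adjusted p 1.3e-16), with 5.63 to 6.73 over the alternatives. It lies within the span of MTHFD1L, on the same strand and outside its exons, and differs from RPL32 at 12 of 404 aligned bases. SPINK1 (ENSG00000164266, chromosome 5, 147824572 to 147831671) rose from 13.4 ± 6.93 (n = 3) to 82.2 ± 20.2 CPM (n = 2), a log2 fold change of 2.56 (SE 0.32, adjusted p 5.4e-06), and REG4 (ENSG00000134193, chromosome 1, 119794017 to 119811580) from 9.70 ± 4.12 to 56.1 ± 37.6 CPM, 2.54 (SE 0.41, adjusted p 1.9e-04). Without siMED12 replicate 1 the REG4 value was 1.58. The lowest were MYEOV (ENSG00000172927, chromosome 11, 69294151 to 69341682), from 43.9 ± 4.41 to 9.59 ± 4.57 CPM (-2.23, SE 0.40, adjusted p 0.00114), EDN2 (ENSG00000127129, chromosome 1, 41478775 to 41484683), from 62.7 ± 13.5 to 15.5 ± 2.02 CPM (-1.97, SE 0.34, adjusted p 9.1e-04), and SP2 (ENSG00000167182, chromosome 17, 47896150 to 47928957), from 31.6 ± 6.12 to 8.09 ± 0.556 CPM (-1.96, SE 0.37, adjusted p 0.00242). The 22Rv1 comparison is limited by counts of PC3-restricted genes in siMED12 replicate 3, which stood at 4.87% of their PC3 level there and at most at 0.815% in the other 22Rv1 libraries. After that excess was subtracted 183 genes passed, of which 173 were among the 194.

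In PC3 no gene met the naming rule. With the replicate block the 20 genes that passed were all lower. The lowest log2 fold changes, named after their values were seen, were those of AQP3 (-2.30, adjusted p 3.1e-05) and PRSS35 (-2.04, adjusted p 5.2e-04).

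The third comparison asked which effects the lines shared. LNCaP and 22Rv1 had 8 called genes in common, all with the same sign, where 0.808 were expected by chance (Fisher's exact test, 2-sided, p 1.1e-06). ELF3, DUSP1, BNIP3L, MYC, PFKFB3, DDIT4 and C19orf48 were lower in both lines and GALNT3 was higher. DDIT4 had the log2 fold changes -1.21 (SE 0.24) in LNCaP, -1.82 (SE 0.31) in 22Rv1 and 0.18 (SE 0.37) in PC3, and GALNT3 had 0.81 (SE 0.17), 1.94 (SE 0.30) and -0.10 (SE 0.24). Of the 44 LNCaP genes 38 had the same sign in 22Rv1 and 29 in PC3. Of the 194 22Rv1 genes 113 had the same sign in LNCaP and 90 in PC3. Across 6720 genes with a mean of at least 20 CPM the fold changes of LNCaP and 22Rv1 had r = -0.013 (Spearman rho 0.070), those of LNCaP and PC3 r = 0.057 (rho 0.062), and those of 22Rv1 and PC3 r = -0.028 (rho -0.038). These correlations, like the Fisher test above, are across genes, which are not independent replicates. For the mean effect over the 3 lines 28 genes passed, 6 higher and 22 lower, and 900 had an unadjusted p under 0.05. With the replicate block 99 passed, among them all 28. Without LNCaP siCtrl replicate 2 the count was 13, without LNCaP siCtrl replicate 3 it was also 13, and without 22Rv1 siCtrl replicate 2 it was 17. Only SP2, LDHA and GAPDH met the naming rule, with mean log2 fold changes of -1.14 (SE 0.17, edgeR adjusted p 7.1e-04), -0.48 (SE 0.10, adjusted p 0.0299) and -0.35 (SE 0.078, adjusted p 0.0377). LDHA (ENSG00000134333, chromosome 11, 18394560 to 18408425) fell from 3035 ± 84.5 to 1835 ± 696 CPM in LNCaP and GAPDH (ENSG00000111640, chromosome 12, 6534512 to 6538374) from 14745 ± 321 to 11143 ± 1113 CPM in 22Rv1. GAPDH lost its call under scaling by relative log expression (adjusted p 0.0508) and under limma (0.0630), and in 9 of the fits that left out 1 library, up to 0.149 without LNCaP siCtrl replicate 3, and LDHA lost its call in 4 of those fits, up to 0.0795 without the same library. The 6 genes that were higher on average were TSPAN1, QSOX1, GALNT3, CMTM6, BASP1 and PYGL, with mean log2 fold changes from 0.41 (CMTM6) to 1.85 (BASP1), again named after their values were seen. The mean of PYGL came from 22Rv1, with 2.20 there, -0.056 in LNCaP and -0.14 in PC3. That of BASP1 rests in part on 22Rv1, where the siCtrl libraries had 0 to 1 counts and the siMED12 libraries 3 to 10.

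**Figure D2:**
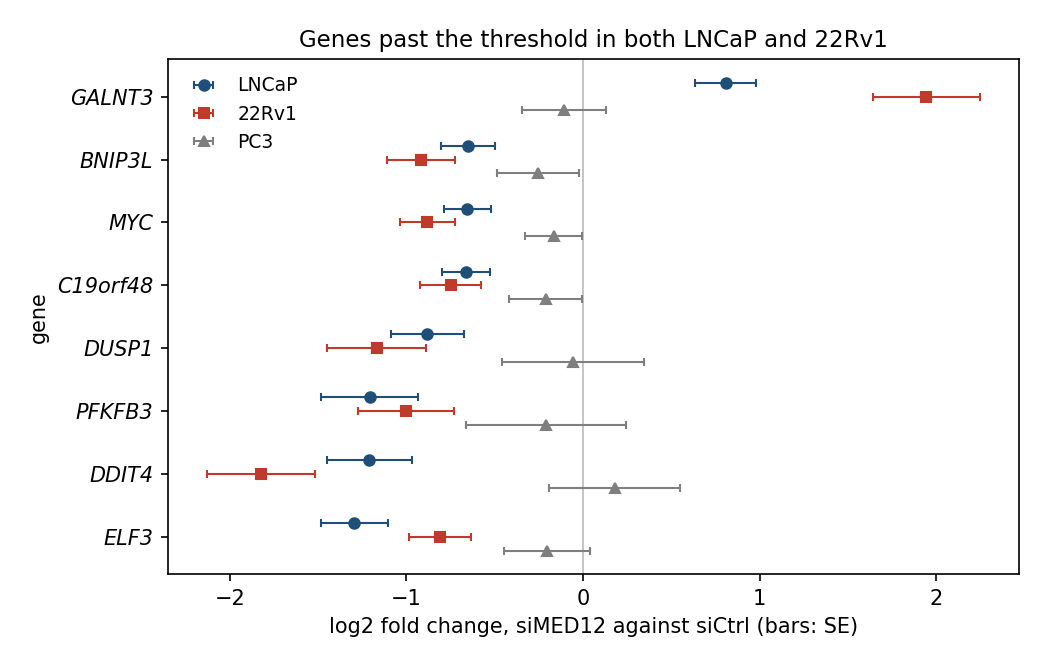
Log2 fold changes of siMED12 against siCtrl (horizontal axis, bars give the SE) for the 8 genes called in both LNCaP and 22Rv1, with PC3 for comparison. GALNT3 lies at 0.81 and 1.94 and the other genes lie below 0 in LNCaP and 22Rv1, while in PC3 the values run from -0.25 (BNIP3L) to 0.18 (DDIT4).

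Expression of MYC and of the androgen-regulated genes KLK3, FKBP5 and TMPRSS2 was examined because the study addressed c-Myc and androgen signalling. MYC (ENSG00000136997, chromosome 8, 127735434 to 127742951) fell from 726 ± 134 to 460 ± 41.4 CPM in LNCaP (log2 fold change -0.65, SE 0.14, edgeR adjusted p 0.0151) and from 831 ± 122.9 to 451 ± 45.8 CPM in 22Rv1 (-0.88, SE 0.15, adjusted p 9.0e-04), in each case with every siMED12 library below every siCtrl library. In PC3 it was 432 ± 49.4 CPM in siCtrl and 387 ± 44.4 CPM in siMED12 (-0.17, SE 0.16, adjusted p 0.978). Its mean effect over the lines was -0.57 (SE 0.087, adjusted p 7.1e-04). The LNCaP call was lost in 4 of the 6 fits that left out 1 LNCaP library, with -0.49 (adjusted p 0.275) without siCtrl replicate 2, and in PC3 the value was -0.036 without siMED12 replicate 1 and -0.25 without siCtrl replicate 1. KLK3 (ENSG00000142515, chromosome 19, 50854915 to 50860764) had 2473 ± 82.2 CPM in LNCaP siCtrl and 1829 ± 309 CPM in LNCaP siMED12, lower in 3 of 3 siMED12 libraries, a change of -26.1% (log2 -0.44, SE 0.16, adjusted p 0.418) that passed the threshold with the replicate block (-0.45, adjusted p 0.0110). Over the alternatives its adjusted p ran from 0.00826 to 1. In 22Rv1 KLK3 changed by -61.0% (log2 -1.36, SE 0.49, adjusted p 0.189), with 19 to 21 counts in each siCtrl library and 8 and 11 in the siMED12 libraries, and its adjusted p was 0.0447 after carried-over counts were subtracted and up to 0.615 under the other alternatives. In PC3 the KLK3 log2 fold change was 0.99 (SE 0.49, adjusted p 0.974), with 6.59 CPM in siMED12 replicate 1 and 58.1 CPM in siMED12 replicate 3. It was -1.03 without replicate 3, 2.08 without replicate 1 and -0.90 after carried-over counts were subtracted, where KLK3 was itself among the 4 genes that set the share subtracted. FKBP5 (ENSG00000096060, chromosome 6, 35573585 to 35728583) fell from 116 ± 14.2 to 62.0 ± 15.7 CPM in 22Rv1, a change of -47.0% (log2 -0.92, SE 0.23, adjusted p 0.0235). That call was lost under DESeq2 (adjusted p 0.225), under limma (0.209) and without siCtrl replicate 2 (0.0541) or siCtrl replicate 3 (0.105). FKBP5 differed by -0.0099 (SE 0.28, adjusted p 1) in LNCaP, where the value was 0.33 without siCtrl replicate 1. TMPRSS2 (ENSG00000184012, chromosome 21, 41464300 to 41531116) changed by 24.3% in 22Rv1 (log2 0.31, SE 0.49, adjusted p 0.861), on 7 to 17 counts per library, and the log2 value was 0.023 without siCtrl replicate 1. In LNCaP TMPRSS2 changed by -6.51% (log2 -0.097, SE 0.18, adjusted p 0.962), with 0.17 without siCtrl replicate 2.

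No other gene of the Mediator kinase module passed the threshold in any line. CCNC had log2 fold changes of -0.0095, -0.022 and -0.046 in LNCaP, 22Rv1 and PC3, with an SE of 0.18 to 0.19. CDK8 had 0.14, 0.13 and -0.36, CDK19 had 0.093, -0.51 and 1.09, MED13 had 0.47, -0.40 and 0.82, and MED13L had 0.18, -0.48 and 0.19, with adjusted p-values from 0.583 to 0.994. The smallest unadjusted p among them was 0.0439, for MED13 in PC3 (20.7 and 30.3 CPM in siMED12, 11.6 to 20.2 CPM in siCtrl). CDK8, MED13 and MED13L had few counts, and several of their values changed sign when 1 library was left out, such as CDK8 in LNCaP (-0.100 without siMED12 replicate 3), MED13L in LNCaP (-1.11 without siMED12 replicate 2), CDK8 in 22Rv1 (-0.58 without siMED12 replicate 3) and MED13 in 22Rv1 (0.12 without siMED12 replicate 1). CDK19 in PC3 had 1 to 5 counts in siCtrl and 3 to 6 in siMED12. When 1 library was left out, CDK19 ran from 0.59 to 1.90 in PC3 and from -1.07 to -0.17 in 22Rv1.

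The fourth comparison tested the lists of genes. Only some of them stand for pathways that the text of the study names, such as MYC targets and androgen response. Hypoxia, interferon response, cholesterol synthesis, ribosomal proteins and mitochondrially encoded genes are not named there. In LNCaP the hypoxia list was lower, with a median log2 fold change of -0.69, 28 of 28 genes down and a camera adjusted p of 7.7e-31. Of its genes 10 passed over all genes tested and 17 when adjusted over the list alone. Its median differed from siCtrl by -0.39, -1.01 and -0.49 in the 3 siMED12 libraries. It was also lower in 22Rv1 (-0.51, 26 of 28 genes down, adjusted p 4.1e-11), where 4 genes passed over all genes tested and 8 when adjusted over the list alone, and it was -0.12 in PC3 (adjusted p 0.0786). The PC3 value passed the threshold with the replicate block (-0.17, adjusted p 0.0296), and over the alternatives its adjusted p ran from 0.0119 to 0.686. Among the genes of this list PGK1 fell from 2590.3 ± 328 to 1428 ± 623 CPM in LNCaP. In 22Rv1 the lists of MYC targets V1 (-0.11, 152 of 196 genes down, adjusted p 8.7e-05) and V2 (-0.14, 46 of 57 genes down, adjusted p 3.6e-04), of G2/M phase (-0.29, 41 of 51 genes down, adjusted p 1.8e-05) and of S phase (-0.25, 33 of 39 genes down, adjusted p 2.5e-04) were lower. In LNCaP the values of these 4 lists were -0.065 (adjusted p 0.0700), -0.019 (0.725), -0.038 (0.725) and 0.038 (0.354), and in PC3 they were -0.057 (0.177), -0.012 (0.684), -0.018 (0.115) and 0.063 (0.0286). The MYC V1 list in LNCaP passed the threshold with the replicate block (-0.063, adjusted p 0.0430), under limma (-0.070, adjusted p 0.0355) and with all genes that had a count (-0.075, adjusted p 0.00369), with an adjusted p of up to 0.947 under the other alternatives. It passed without siMED12 replicate 3 (-0.084, adjusted p 0.00258) and siCtrl replicate 2 (-0.063, adjusted p 0.0413), and it was -0.014 without siCtrl replicate 1 and -0.017 without siMED12 replicate 2. The PC3 values of V2, G2/M phase and S phase changed sign under some alternatives: with the replicate block V2 was 0.046 (adjusted p 0.124), or 0.080 (adjusted p 0.0368, the smallest, against 0.962 for the largest) when the length trend was also removed, and G2/M phase was 0.14 (adjusted p 0.00138), and S phase was -0.045 (adjusted p 0.787) without siCtrl replicate 1. V1 in PC3 passed without siCtrl replicate 1 (-0.096, adjusted p 0.00984) and had an adjusted p of 0.0855 to 0.988 over the alternatives. In LNCaP S phase was 0.18 (adjusted p 1.6e-04) without siMED12 replicate 2.

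The androgen response list did not pass in any line, with medians of -0.023 in LNCaP (adjusted p 0.685), -0.0099 in 22Rv1 (0.765) and -0.042 in PC3 (0.502), although 3 of its genes in LNCaP and 5 in 22Rv1 passed over all genes tested (4 and 6 when adjusted over the list alone). It became 0.051 in LNCaP and 0.025 in PC3 without siCtrl replicate 1 of the line, and 0.036 in 22Rv1 without siCtrl replicate 3. Ribosomal protein genes were lower in LNCaP (-0.15, 75 of 82 genes down, adjusted p 7.7e-10) and in PC3 (-0.11, 69 of 82, adjusted p 4.3e-04) and not in 22Rv1 (0.031, adjusted p 0.531). Mitochondrially encoded genes were higher in LNCaP (0.27, 11 of 11 genes up, adjusted p 4.6e-06), with 0.15 without siMED12 replicate 2, and were -0.12 in 22Rv1 (adjusted p 0.0598) and -0.091 in PC3 (0.115). Leaving out 1 library gave -0.24 to -0.050 in 22Rv1 (adjusted p 0.00552 to 0.737 where there was a test) and -0.29 to 0.093 in PC3. Oxidative phosphorylation genes were lower in PC3 (-0.12, 68 of 78, adjusted p 3.1e-04) and in 22Rv1 (-0.062, 54 of 78, adjusted p 0.0476, and 0.0032 with an adjusted p of 0.513 without siCtrl replicate 1), with -0.016 in LNCaP (0.967). The interferon response list rested on 17 tested genes. It was higher in PC3 (0.70, 16 of 17 genes up, adjusted p 4.3e-05), at 0.76 in 22Rv1 (adjusted p 0.0563) and at 0.14 in LNCaP (0.725). In 22Rv1 the list passed by ranks (adjusted p 0.0283) and ran from 0.10 to 0.77 over the alternatives. Leaving out 1 library there gave 0.42 to 0.84, with an adjusted p of 0.0358 to 0.115 where there was a test. The PC3 value came from 1 library: the list median was 1.05 in siMED12 replicate 1 and -0.18 in siMED12 replicate 3, and without replicate 1 the fold change was -0.26. Without the same library the PC3 values were -0.0065 for ribosomal protein genes and -0.043 for oxidative phosphorylation genes. Cholesterol synthesis genes were -0.18 in PC3 (adjusted p 0.0317, and 0.060 with an adjusted p of 0.787 without siCtrl replicate 1), -0.088 in LNCaP (0.479) and -0.096 in 22Rv1 (0.847). The p53 target list was -0.052 in LNCaP (0.725), -0.12 in 22Rv1 (0.0598) and 0.12 in PC3 (0.115). Of the 14 calls of camera at its preset correlation only the hypoxia list in LNCaP held under fry and under an estimated correlation, while all 14 held by ranks. In the mean over the lines the hypoxia list was at -0.43 (28 of 28 genes down, camera adjusted p 2.4e-27). MYC targets V1 was at -0.070 (155 of 196 down, adjusted p 5.6e-06). Ribosomal protein genes had the same adjusted p (-0.069, 76 of 82 down). Also past the threshold were oxidative phosphorylation (-0.080), interferon response (0.59), G2/M phase (-0.092), MYC targets V2 (-0.059) and cholesterol synthesis (-0.13). Fry and an estimated correlation were not applied to this mean, so these calls lack that check.

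**Figure D3:**
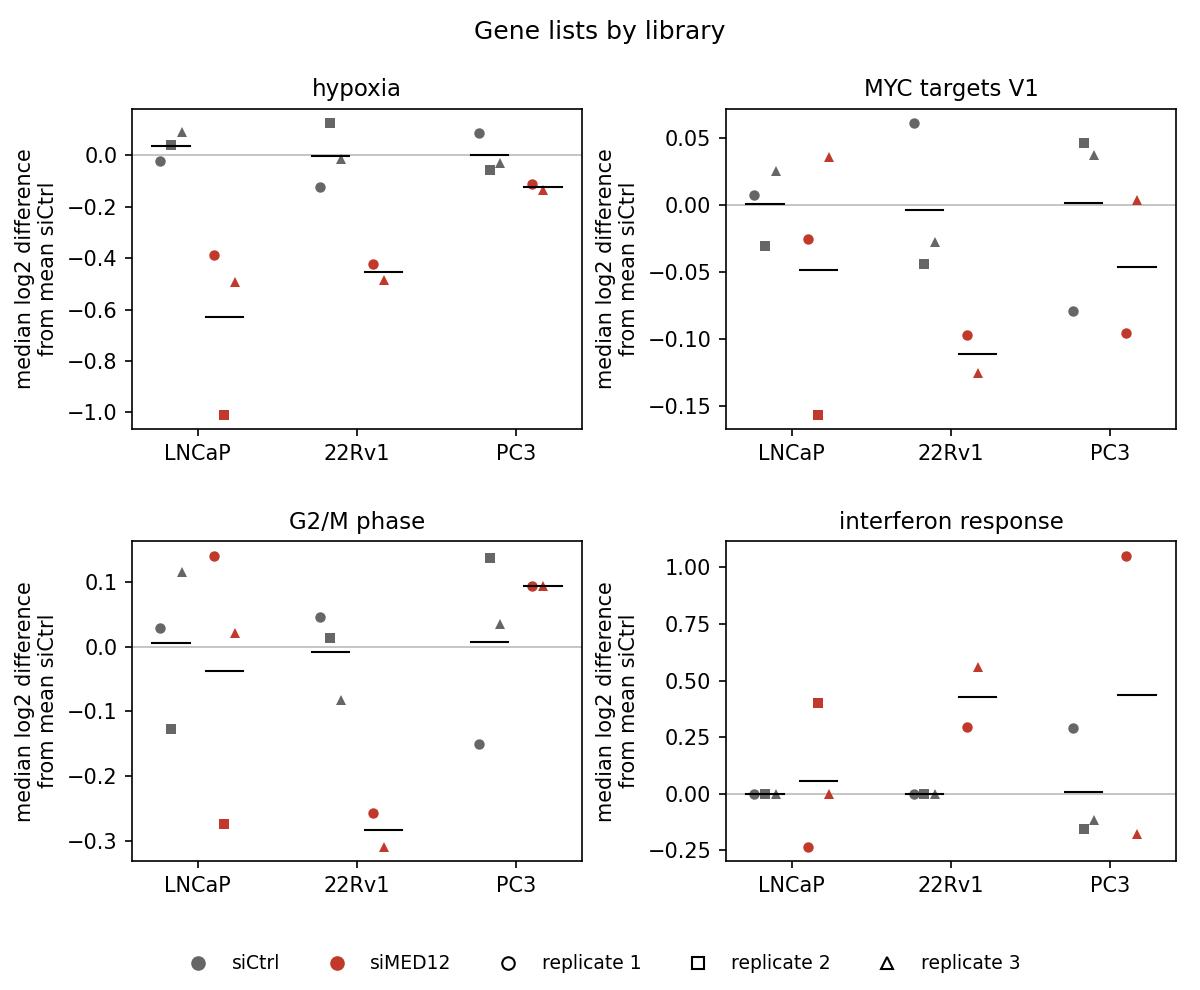
Median over each list's genes of the log2 CPM difference from the mean of the siCtrl libraries of the line (vertical axes), for 4 lists in each library of the 3 lines (horizontal axes), with siCtrl in grey, siMED12 in red and the group mean as a line. The hypoxia list lies at -0.39 or lower in the LNCaP and 22Rv1 siMED12 libraries, and the interferon response list lies at 1.05 in PC3 siMED12 replicate 1 and at -0.18 in replicate 3.

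The fifth comparison asked how the lines differ without knockdown, since the study chose them for different levels of MED12. The study measured those levels as protein on Western blots. Here MED12 mRNA was counted, with 6 to 22 counts in a siCtrl library, so its values do not test the study's ranking. MED12 did not differ by a threshold-passing amount between siCtrl groups, with log2 differences of 0.78 (SE 0.39, adjusted p 0.105) for 22Rv1 against LNCaP, 0.62 (SE 0.39, 0.179) for PC3 against LNCaP and -0.16 (SE 0.35, 0.721) for PC3 against 22Rv1. Without PC3 siCtrl replicate 2 the PC3 difference from LNCaP was 1.03 (adjusted p 0.0211) and that from 22Rv1 was 0.25. Over all fits that left out 1 library the PC3 difference from LNCaP ran from 0.15 to 1.03, with an adjusted p of up to 0.799. CDK19 (ENSG00000155111, chromosome 6, 110609978 to 110815958) was lower in 22Rv1 than in LNCaP (-1.63, SE 0.23, adjusted p 8.1e-07) and lower still in PC3 (-4.73 against LNCaP, SE 0.35, adjusted p 3.8e-13). CDK8 was 0.96 higher on the log2 scale in PC3 than in 22Rv1 (SE 0.36, adjusted p 0.0258), which DESeq2 did not call (adjusted p 0.0933) and which was lost in 5 of the fits that left out 1 library, with an adjusted p of up to 0.107. Its differences from LNCaP were 0.30 (SE 0.32, adjusted p 0.458) in PC3, with 0.12 without PC3 siCtrl replicate 1 and 0.45 without PC3 siCtrl replicate 3, and -0.66 (SE 0.39, adjusted p 0.170) in 22Rv1. KLK3 was lower in 22Rv1 (-6.43, SE 0.24, adjusted p 7.4e-20) and in PC3 (-7.48, SE 0.26, adjusted p 1.4e-20) than in LNCaP. Its difference between PC3 and 22Rv1 (-1.05, SE 0.42, adjusted p 0.0353) was lost under DESeq2 (adjusted p 0.0956) and in 4 of the fits that left out 1 library, with an adjusted p of up to 0.119 without PC3 siCtrl replicate 1. The PC3 level of KLK3 was 179 times below that of LNCaP. Genes restricted to PC3 stood at a median of 0.681% of their PC3 level in LNCaP libraries, and a share common to a line was never subtracted. The PC3 level of KLK3 may therefore lie near a floor of carried-over counts, which also limits its difference from 22Rv1. MYC was lower in PC3 than in LNCaP (-0.75, SE 0.14, adjusted p 2.4e-05) and than in 22Rv1 (-0.94, SE 0.14, adjusted p 5.9e-07).

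The sixth comparison asked whether the effect of siMED12 itself differed between the lines. The interaction term passed the threshold for 20 genes between 22Rv1 and LNCaP, for 3 between PC3 and LNCaP and for 10 between PC3 and 22Rv1, with 875, 530 and 968 genes at an unadjusted p under 0.05. With the replicate block the counts were 71, 13 and 73 and included all 20, 3 and 10 of those genes. Without LNCaP siCtrl replicate 3 the first count was 1, without PC3 siCtrl replicate 1 the second was 5, and without 22Rv1 siCtrl replicate 2 the third was 3. The effect on MYC was not shown to differ, with 0.71 between PC3 and 22Rv1 (SE 0.22, adjusted p 0.239), 0.49 between PC3 and LNCaP (SE 0.21, adjusted p 0.941) and -0.23 between 22Rv1 and LNCaP (SE 0.20, adjusted p 0.845). The effect on RPL32P16 differed between 22Rv1 and LNCaP by 6.82 on the log2 scale (SE 1.14, adjusted p 0.00673, with 0.338 without LNCaP siCtrl replicate 3) and that on PYGL by 2.26 (SE 0.40, adjusted p 0.0166, with 0.0997 without the same library). The effect on DNAJB1 differed between PC3 and LNCaP by 1.61 (SE 0.24, adjusted p 0.00110). The effect on S100A10 (-1.11, SE 0.17, adjusted p 0.00257) and on C12orf75 (-1.18, SE 0.19, adjusted p 0.00278) differed between PC3 and 22Rv1. Of the lists 5, 3 and 7 of 12 differed by camera in the 3 comparisons, with the largest size for hypoxia between PC3 and LNCaP (0.56, adjusted p 4.2e-11, and 0.33 without LNCaP siMED12 replicate 2), and none of these held under fry, where the adjusted p ran from 0.331 to 0.784.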

Values the study reported

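By quantitative RT-PCR of spheroids 7 days after transfection, the study reported a KLK3 mRNA change of −35% in LNCaP. In 22Rv1 spheroids it gave −65% for KLK3, −49% for FKBP5 and −26% for TMPRSS2. Proliferation of the spheroids after siMED12 changed by −34% in LNCaP, −48% in 22Rv1 and −18% in PC3.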

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

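The tests of carried-over counts and of transcript length in this part were chosen only after the results were seen. Every result here is a difference between 2 cell lines in the effect of siMED12 that passed the threshold of the interaction test. Cell line is a group of the design, so a biological difference between the lines stays open throughout and was not tested separately.

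Between 22Rv1 and LNCaP the interaction passed for 20 genes. RPL32P16 differed by 6.82 on the log2 scale (SE 1.14, adjusted p 0.00673, 2.6e-06 to 0.00968 over the alternatives). Its level rose in 2 of 2 siMED12 libraries of 22Rv1 and it had at most 5 counts in any LNCaP library. Without LNCaP siCtrl replicate 3 the difference was 5.85 with an adjusted p of 0.338. PYGL differed by 2.26 (SE 0.40, adjusted p 0.0166). It rose from 8.08 ± 1.82 to 37 ± 1.60 CPM in 22Rv1 and was 52.8 CPM in siCtrl and 51.9 CPM in siMED12 of LNCaP. Its call was lost after thinning (1.92, adjusted p 0.0976, with 0.00447 to 0.0976 over the alternatives) and without LNCaP siCtrl replicate 3 (0.0997) or 22Rv1 siCtrl replicate 3 (0.0635). PMEPA1 differed by -1.46 (SE 0.28, adjusted p 0.0192), with a fall from 374 ± 75.6 to 166 ± 21.4 CPM in 22Rv1 against 105 and 125 CPM in LNCaP. This call was lost after thinning (adjusted p 0.0524, with 5.5e-04 to 0.0524 over the alternatives) and in 5 of the 9 fits with a test that left out 1 library, up to 0.102 without LNCaP siCtrl replicate 3. TMBIM1 differed by -1.10 (SE 0.23, adjusted p 0.0435), with a fall from 250 ± 44.9 to 124 ± 6.73 CPM in 22Rv1. Its adjusted p was 0.00269 to 0.0684 over the alternatives, and the call was lost in 6 of the 9 fits with a test that left out 1 library, up to 0.126 without LNCaP siCtrl replicate 3.

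Carried-over counts from other lines as the whole cause of these 20 differences are argued against, since 15 of them passed after subtraction, and a transcript length trend is argued against in the same way, since 14 passed after its removal. For RPL32P16, PYGL, PMEPA1 and TMBIM1 the adjusted p after subtraction was 0.00600, 0.0232, 0.0232 and 0.0393. Thinning raised the adjusted p of PYGL, PMEPA1 and TMBIM1 above the threshold, although it also lowers the power of the test. A difference of depth stays open as part of the size for PYGL, whose difference was smaller after thinning. The differences of PMEPA1 (-1.48 to -1.42) and TMBIM1 (-1.14 to -1.04) kept their size over the alternatives, thinning among them. Their lost calls therefore do not show that depth changed the size. RPL32P16 is taken up under the other observations. For the others the data may reflect a difference between the lines, which remains a hypothesis found and tested on the same libraries.

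Between PC3 and LNCaP the interaction passed for 3 genes. DNAJB1 differed by 1.61 (SE 0.24, adjusted p 0.00110) and kept its call in all 12 alternatives (1.56 to 1.72) and in the 9 fits that left out 1 library and had a test, with 1.33 to 1.75 over all 11 such fits. It fell in 3 of 3 siMED12 libraries of LNCaP, from 328 ± 95.9 to 101 ± 6.70 CPM, and was 477 ± 64.3 CPM in siCtrl and 453 ± 62.7 CPM in siMED12 of PC3. IGFBP3 differed by 2.03 (SE 0.38, adjusted p 0.0392). It was 138 ± 69.1 CPM in siCtrl and 44.7 ± 6.38 CPM in siMED12 of LNCaP, and 118 ± 24.6 and 151 ± 17.4 CPM in PC3. Its call was lost under limma (1.79, adjusted p 0.332, with 5.2e-05 to 0.332 over the alternatives) and in 6 of the 9 fits with a test that left out 1 library, up to 0.316 without LNCaP siCtrl replicate 3. BHLHE40 differed by 2.43 (SE 0.47, adjusted p 0.0424), with log2 fold changes of -2.62 in LNCaP and -0.19 in PC3, and had an adjusted p of 0.0369 after the length trend was removed. After carried-over counts were subtracted the difference was 2.36 and no longer passed (adjusted p 0.106), while the LNCaP effect was -2.61 (adjusted p 3.6e-07). Subtraction of carried-over counts left 2 of the 3 calls and removal of the length trend left 3, which argues against either as the whole cause. For DNAJB1 no technical explanation that was tested removed the difference, and an effect of siMED12 in LNCaP that PC3 lacks is consistent with these values as a hypothesis. For BHLHE40 subtraction took the call and left most of the size, so carried-over counts are argued against as the source of the size.

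Between PC3 and 22Rv1 the interaction passed for 10 genes. FN1 differed by 1.73 (SE 0.35, adjusted p 0.0339, 0.00504 to 0.0490 over the alternatives). It fell from 398 ± 102 to 158 ± 51.6 CPM in 22Rv1 and was 60.5 ± 2.81 and 77.3 ± 21.3 CPM in PC3, and its call was lost without 22Rv1 siCtrl replicate 2 (0.0902) or 3 (0.0521) and without PC3 siCtrl replicate 2 (0.0645) or 3 (0.0628). PRKDC differed by 1.64 (SE 0.34, adjusted p 0.0423). It was 47.7 ± 8.73 and 101 ± 22.9 CPM in PC3 and 68.5 ± 3.07 and 49.0 ± 12.3 CPM in 22Rv1. Its call was lost under DESeq2 (0.0616), under limma (0.113) and after removal of the length trend (1.36, adjusted p 0.0825), with 0.0150 to 0.113 over the alternatives. It was also lost in 5 of the 6 fits that left out 1 siCtrl library, up to 0.0902 without 22Rv1 siCtrl replicate 2, and the 4 fits that left out 1 siMED12 library had no test. S100A10 differed by -1.11 (SE 0.17, adjusted p 0.00257). It rose from 1264 ± 52.6 to 2584 ± 177 CPM in 22Rv1, in 2 of 2 libraries, and was 1659 ± 51 and 1577 ± 145 CPM in PC3. C12orf75 differed by -1.18 (SE 0.19, adjusted p 0.00278), with a rise from 204 ± 24.3 to 410.0 ± 4.89 CPM in 22Rv1 and 620.3 ± 14.2 and 551 ± 45.6 CPM in PC3. Both kept their calls in all 12 alternatives, with -1.11 to -1.001 for S100A10 and -1.19 to -0.997 for C12orf75.

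Of these 10 calls 9 passed after subtraction of carried-over counts and 7 after removal of the length trend, which argues against either as the whole cause. S100A10 and C12orf75 are abundant in PC3, so PC3 reads in 22Rv1 siMED12 replicate 3 could raise them in that library, but after subtraction their adjusted p was 0.00132 and 0.00320. For PRKDC the transcript length trend stays open, with a difference of 1.36 after its removal. For S100A10 and C12orf75 a response of 22Rv1 that PC3 lacks is a hypothesis that no test made here removed. Reads shared with related genes were not tested for them.

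The lists gave differences too. Between 22Rv1 and LNCaP 5 of 12 lists differed: MYC targets V2 by -0.080 (35 of 57 genes lower, adjusted p 0.0111), S phase by -0.29 (34 of 39, 7.4e-05), G2/M phase by -0.22 (37 of 51, 4.4e-04), mitochondrially encoded genes by -0.39 (11 of 11, 2.8e-06) and ribosomal protein genes by 0.16 (16 of 82 lower, 2.8e-06). MYC targets V2 lost its call without LNCaP siMED12 replicate 3 (-0.095, 0.0792) and 22Rv1 siCtrl replicate 1 (-0.087, 0.0636) and was -0.16 without LNCaP siMED12 replicate 2, 22Rv1 siCtrl replicate 3 or 22Rv1 siMED12 replicate 1, -0.14 without LNCaP siMED12 replicate 1, -0.13 without 22Rv1 siMED12 replicate 3 and -0.12 without LNCaP siCtrl replicate 3. S phase was -0.49 without LNCaP siMED12 replicate 2, and G2/M phase was -0.10 without LNCaP siMED12 replicate 1, -0.13 to -0.14 without LNCaP siCtrl replicate 2, LNCaP siMED12 replicate 3, 22Rv1 siCtrl replicate 1 or 22Rv1 siMED12 replicate 3, -0.33 without 22Rv1 siMED12 replicate 1, -0.35 without LNCaP siMED12 replicate 2 and -0.42 without LNCaP siCtrl replicate 3. The ribosomal list was 0.11 without 22Rv1 siMED12 replicate 1. Between PC3 and LNCaP 3 lists differed: hypoxia by 0.56 (3 of 28 genes lower, adjusted p 4.2e-11), oxidative phosphorylation by -0.11 (56 of 78, 0.00747) and mitochondrially encoded genes by -0.34 (11 of 11, 2.8e-06). Hypoxia was 0.33 without LNCaP siMED12 replicate 2. Oxidative phosphorylation lost its call after thinning (-0.036, 0.132) and without LNCaP siMED12 replicate 3 (-0.080, 0.111), LNCaP siCtrl replicate 2 (-0.12, 0.0534) or PC3 siCtrl replicate 3 (-0.065, 0.0561), was -0.062 without PC3 siMED12 replicate 1, and its adjusted p was 7.1e-04 to 0.80 over the alternatives. The mitochondrial value was -0.15 without PC3 siMED12 replicate 1 and -0.51 without PC3 siMED12 replicate 3.

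Between PC3 and 22Rv1 7 lists differed: MYC targets V2 by 0.16 (18 of 57 genes lower, adjusted p 0.00303), MYC targets V1 by 0.069 (82 of 196, 0.0137), S phase by 0.33 (8 of 39, 9.5e-06), G2/M phase by 0.26 (10 of 51, 4.6e-06), p53 targets by 0.26 (6 of 24, 0.0137), hypoxia by 0.40 (7 of 28, 7.3e-05) and ribosomal protein genes by -0.15 (59 of 82, 0.00607). Leaving out PC3 siCtrl replicate 1 gave 0.056 (0.0758) for MYC targets V2, 0.032 (0.190) for MYC targets V1, 0.20 for S phase and 0.17 for G2/M phase. MYC targets V1 was also lost without 22Rv1 siCtrl replicate 1 (0.054, 0.113) and was 0.0039 without PC3 siMED12 replicate 3, 0.13 without PC3 siMED12 replicate 1 and 0.043 without 22Rv1 siCtrl replicate 3 or 22Rv1 siMED12 replicate 3. MYC targets V2 was 0.098 without 22Rv1 siCtrl replicate 1. G2/M phase was 0.44 without PC3 siCtrl replicate 2, and p53 targets were 0.40 without 22Rv1 siCtrl replicate 3, 0.42 without 22Rv1 siMED12 replicate 3 and 0.45 without PC3 siMED12 replicate 3. The ribosomal list was -0.083 (0.0871) without 22Rv1 siCtrl replicate 3, -0.061 without 22Rv1 siMED12 replicate 1, -0.027 without PC3 siMED12 replicate 1 and -0.24 without PC3 siMED12 replicate 3.

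After subtraction of carried-over counts 5, 3 and 7 of the lists kept their calls in the 3 comparisons, and after removal of the length trend 5, 3 and 6 did, which argues against either as the whole cause. The ribosomal list between PC3 and 22Rv1 is the exception, with -0.060 (adjusted p 0.305) after removal of the length trend. Correlation between the genes of a list stays open for all 15 differences, because none held under fry (adjusted p 0.434 to 0.437, 0.465 to 0.784 and 0.331 to 0.707 in the 3 comparisons) or with an estimated correlation. Whether the lists differ between lines through biology may therefore not be concluded from camera alone.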

How the results depend on the processing

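Fits that left 1 siMED12 library in 22Rv1 or PC3 gave values and no test for that line. Results past the threshold that kept their direction in all 12 alternatives that gave them a value and in every fit that left out 1 library, and their side of the threshold wherever these had a test, included in LNCaP BHLHE40 (-2.70 to -2.60), ATF3 (-1.69 to -1.60), BASP1 (1.64 to 1.83) and DNAJB1 (-1.76 to -1.63), in 22Rv1 RPL32P16 (5.63 to 6.73), SPINK1 (2.28 to 2.77), EDN2 (-2.02 to -1.81), SP2 (-2.27 to -1.66) and MYC (-0.91 to -0.76), and the differences of DNAJB1 between PC3 and LNCaP (1.56 to 1.72) and of C12orf75 between PC3 and 22Rv1 (-1.19 to -0.997). Results not past the threshold that did so included MED12 (-1.57 to -1.04), MED13L (-0.56 to -0.28) and TMPRSS2 (0.28 to 0.62) in 22Rv1, MED13 (0.40 to 1.05) and CDK19 (0.072 to 0.27) in LNCaP, and MYC (-0.17 to -0.046), MED13 (0.45 to 0.85) and CDK8 (-0.38 to -0.25) in PC3. The hypoxia list in LNCaP did so in 14 alternatives (-0.75 to -0.61). The ranges in brackets are those over the alternatives alone. Fits that left out 1 library reached further for some of these results. They gave -3.05 to -2.23 for BHLHE40 in LNCaP, 0.023 to 0.53 for TMPRSS2 in 22Rv1 and -0.59 to -0.068 for CDK8 in PC3. For others, such as MED12 in 22Rv1 (-1.41 to -1.14), they stayed within the range given. The genes with at least 10 counts in every library, the legacy test and the robust prior gave counts of genes alone, and fits of 1 line gave no mean over the lines and no value for MED12 and MED13L in LNCaP, CDK8 in 22Rv1 and CDK19 in PC3, which the expression filter of those fits removed. Ribosomal protein and mitochondrial lists have no value where their genes were removed. Under scaling by relative log expression and under the legacy test each count of genes stayed within 1.5 times that reported. Except where the construction of an alternative shows it, as with fewer genes or libraries, the cause was not tested.

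With an inter-gene correlation estimated for each list, MYC targets V2 in 22Rv1 (-0.14, adjusted p 0.323) and MYC targets V1 in 22Rv1 (-0.11, adjusted p 0.323) lost the call. Under fry, MYC targets V2 in 22Rv1 (-0.14, adjusted p 0.132) and MYC targets V1 in 22Rv1 (-0.11, adjusted p 0.18) lost the call. With the DESeq2 Wald test, counts of genes were 29 for LNCaP, 85 for 22Rv1 and 16 for the difference between PC3 and 22Rv1. With all 24803 genes that had at least 1 count in a library, counts of genes were 95 for LNCaP, 9 for PC3, 72 for the mean over the lines, 68 for the difference between 22Rv1 and LNCaP, 15 for the difference between PC3 and LNCaP and 71 for the difference between PC3 and 22Rv1, and MYC targets V1 in LNCaP (-0.075, adjusted p 0.00369) gained a call. Of opposite sign were androgen response (0.027) in 22Rv1 and p53 targets (-0.0097) in PC3. With the 4586 genes that had at least 10 counts in every library, counts of genes were 28 for LNCaP, 75 for 22Rv1, 43 for the mean over the lines and 1 for the difference between PC3 and LNCaP. With the robust quasi-likelihood prior, counts of genes were 29 for LNCaP and 1 for the difference between PC3 and LNCaP. With limma on the deposited log2 CPM, counts of genes were 29 for LNCaP, 1 for PC3 and 13 for the difference between 22Rv1 and LNCaP, and MYC targets V1 in LNCaP (-0.070, adjusted p 0.0355) gained a call. A reversed sign was found for MED13L (-0.19) in LNCaP and MED13L (-0.054), MYC targets V2 (0.0057) and G2/M phase (0.027) in PC3. Over the alternatives the adjusted p of the 22Rv1 lists ran from 7.6e-07 to 0.323 for MYC targets V1 and from 3.5e-05 to 0.323 for V2, and that of V1 in LNCaP from 0.00369 to 0.947.

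After thinning to the smallest library total, which removes counts by construction, the count of genes was 4 for the difference between 22Rv1 and LNCaP. The sign turned for CDK8 (-0.24), FKBP5 (0.090) and interferon response (-0.017) in LNCaP, MED13 (0.014), androgen response (0.046) and cholesterol synthesis (8.2e-04) in 22Rv1 and MED12 (0.23), MED13L (-0.16), MYC targets V2 (0.028) and G2/M phase (0.062) in PC3. With ribosomal protein and mitochondrially encoded genes removed before scaling, the sign changed for MYC targets V2 (7.8e-04) in PC3. With the libraries of 1 line alone, the sign changed for interferon response (-0.070) in LNCaP, androgen response (0.0016) in 22Rv1 and MYC targets V2 (0.028) and G2/M phase (0.016) in PC3. With the libraries of 2 lines alone, the count of genes was 5 for the difference between 22Rv1 and LNCaP.

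With the replicate block of line and number, counts of genes were 117 for LNCaP, 312 for 22Rv1, 20 for PC3, 99 for the mean over the lines, 71 for the difference between 22Rv1 and LNCaP, 13 for the difference between PC3 and LNCaP and 73 for the difference between PC3 and 22Rv1, and MYC targets V1 in LNCaP (-0.063, adjusted p 0.043) gained a call. Of opposite sign were CCNC (0.063) in 22Rv1 and CCNC (0.059), MYC targets V2 (0.046) and G2/M phase (0.14) in PC3. With the replicate block shared by the lines, counts of genes were 12 for the difference between 22Rv1 and LNCaP and 17 for the difference between PC3 and 22Rv1. The sign turned for FKBP5 (-0.017) and G2/M phase (0.020) in PC3.

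After subtraction of carried-over counts, the sign changed for CCNC (0.012), FKBP5 (0.0043), MYC targets V2 (4.9e-05) and oxidative phosphorylation (0.0035) in LNCaP and KLK3 (-0.90) in PC3, where KLK3 is 1 of the 4 genes that set the share. After that subtraction with the replicate block of line and number, counts of genes were 110 for LNCaP, 292 for 22Rv1, 23 for PC3, 102 for the mean over the lines, 45 for the difference between 22Rv1 and LNCaP, 14 for the difference between PC3 and LNCaP and 47 for the difference between PC3 and 22Rv1. A reversed sign was found for CCNC (0.013), MYC targets V2 (0.0099) and oxidative phosphorylation (0.0044) in LNCaP, CCNC (0.056) in 22Rv1 and CCNC (0.056), KLK3 (-0.83), MYC targets V2 (0.047) and G2/M phase (0.13) in PC3. After removal of the length trend, the sign changed for CCNC (0.012) and MYC targets V2 (0.0051) in LNCaP and MED13L (-0.0016), CCNC (0.041), FKBP5 (-0.059), MYC targets V2 (0.033) and G2/M phase (0.061) in PC3. After that removal with the replicate block of line and number, counts of genes were 113 for LNCaP, 305 for 22Rv1, 16 for PC3, 90 for the mean over the lines, 60 for the difference between 22Rv1 and LNCaP, 13 for the difference between PC3 and LNCaP and 60 for the difference between PC3 and 22Rv1. Of opposite sign were CCNC (0.014) and MYC targets V2 (0.012) in LNCaP, CCNC (0.049) in 22Rv1 and CCNC (0.14), MYC targets V2 (0.080), MYC targets V1 (0.018) and G2/M phase (0.21) in PC3.

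Among the named genes and lists that do not answer a comparison alone, the calls lost were 4 with all genes that had a count, 26 with an estimated correlation, 1 after subtraction of carried-over counts, 4 under DESeq2, 1 under relative log expression scaling, 26 under fry, 1 with 1 line alone, 1 with 2 lines alone, 7 under limma, 1 with the shared block, 4 after thinning, 4 after removal of the length trend and 3 after that removal with the block. Calls gained were 1 with all genes that had a count, 2 after subtraction of carried-over counts, 3 after subtraction with the block, 1 with 1 line alone, 1 under limma, 2 by ranks, 2 with the block of line and number, 1 with the shared block, 1 without ribosomal protein and mitochondrially encoded genes, 1 after thinning, 1 after removal of the length trend and 3 after that removal with the block.

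Across the fits that each left out 1 library the counts of genes were 1 to 16 for the difference between 22Rv1 and LNCaP, 12 to 57 for LNCaP, 13 to 36 for the mean over the lines, 1 to 5 for the difference between PC3 and LNCaP, 3 to 11 for the difference between PC3 and 22Rv1, 109 to 155 for 22Rv1 and 0 to 3 for PC3. In LNCaP across these fits the log2 values were CCNC -0.22 to 0.11, FKBP5 -0.18 to 0.33, androgen response -0.042 to 0.051, p53 targets -0.17 to 0.052, cholesterol synthesis -0.17 to 0.091, oxidative phosphorylation -0.069 to 0.020, TMPRSS2 -0.21 to 0.17, MYC targets V1 -0.084 to -0.014, interferon response -0.075 to 0.15, MYC targets V2 -0.069 to 0.016, G2/M phase -0.11 to 0.068, MED13L -1.11 to 0.62, CDK8 -0.10 to 0.28 and S phase -0.022 to 0.18. For 22Rv1 the log2 values were oxidative phosphorylation -0.11 to 0.0032, CCNC -0.13 to 0.085, androgen response -0.14 to 0.11, cholesterol synthesis -0.36 to 0.24, cytosolic ribosomal proteins -0.040 to 0.079 and MYC targets V2 -0.20 to -0.12. For PC3 the log2 values were MED12 -0.63 to 0.25, FKBP5 -0.24 to 0.23, TMPRSS2 -0.63 to 0.55, MYC targets V1 -0.10 to 0.0091, androgen response -0.094 to 0.025, S phase -0.045 to 0.17, cholesterol synthesis -0.40 to 0.060, CCNC -0.16 to 0.044, MYC targets V2 -0.10 to 0.033 and G2/M phase -0.079 to 0.13. MED13L in PC3 was -0.79 to 0.60, mitochondrially encoded genes -0.29 to 0.093 and p53 targets -0.011 to 0.16. The difference of MED12 between the siCtrl groups of PC3 and 22Rv1 was -0.63 to 0.25. For other named genes and lists, each combination of a result and 1 of these fits was counted. A call was lost in 71 combinations and gained in 10, and the sign reversed in 37. In 41 there was no test with 1 library in a group, and the value moved by more than the spread.

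Depth limits the results for MED12, with 5 to 22 counts per library, and for CDK8, MED13 and MED13L, whose signs change in several of the fits above. It also limits CDK19 in PC3, with 1 to 6 counts per library. A 2-fold reduction of a gene as rare as MED12 was called in 0% to 1.01% of simulated genes, so the absence of a call there sets no limit on a change of that size.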

Other observations

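Among the tests in this part, those that regroup the libraries and the simulation for MED12 were set beforehand, and all others were chosen only after the result was seen.

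Chance in how the libraries fall into 2 groups was tested by refitting every split of a line's libraries into groups of the same sizes. In LNCaP 1 of 10 splits, the real one, gave as many as 44 genes, and the others gave at most 2. In 22Rv1 1 of 10 splits, again the real one, gave as many as 194 genes, and the others gave at most 29. With 10 splits a share under 0.05 cannot be reached, so in these lines the effect and chance cannot be told apart by this test alone. In PC3 0 genes passed (527 at an unadjusted p under 0.05), so 10 of 10 splits gave as many, and the others gave up to 13. For the mean over the lines 2 of 100 splits drawn from 2000 gave as many as 28 genes, the real one and one with 35 that parts 3 of the 7 pairs of libraries with the same line and number. Among the 10 average splits that part all 7 pairs the real one alone reached 28, and the others gave at most 2. Within the lines 4 splits each part as many pairs as the real one, and the other splits among these gave at most 0, 4 and 13 genes in LNCaP, 22Rv1 and PC3. The camera lists are less specific. In LNCaP 9 of 10 splits gave as many as 3 lists past the threshold, in 22Rv1 5 of 10 gave as many as 6 and in PC3 8 of 10 gave as many as 5. The number of lists therefore cannot be told apart from what other groupings of the LNCaP libraries give.

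The absence of a MED12 call may come from low depth. Genes of the abundance of MED12 were lowered 4-fold in simulated counts, and 30.5% were called in LNCaP, 53.8% in 22Rv1 and 15.2% in PC3. After a 2-fold reduction 0% were called in LNCaP, 1.01% in 22Rv1 and 0% in PC3. The rule set beforehand judged by these shares alone and was replaced, after they were seen, by the 95% interval of the measured fold change. Its lower end was -1.41 in LNCaP and -1.07 in PC3, above the -2 of a 4-fold reduction, which argues against a missed 4-fold reduction in these lines and leaves smaller ones open. This covers MED12 mRNA in these libraries alone. It does not show that the knockdown failed, and the study describes the knockdown in spheroids as highly efficient. In 22Rv1 the lower end was -2.17, so a 4-fold reduction that was not called for want of counts stays open there. A return of MED12 expression by day 7 was not tested.

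PC3-restricted transcripts were raised in 22Rv1 siMED12 replicate 3. The 47 genes with at least 100 CPM in PC3 siCtrl and at least 50 times less in the other lines stood at 4.87% of their PC3 level (quartiles 3.75% and 6.11%, 729 counts), and 46 of 47 were higher there than in each other 22Rv1 library, where chance gives 20%. An effect of siMED12 is argued against, since siMED12 replicate 1 stood at 0.690%. PC3 material or reads were tested on 78 other PC3-restricted genes not used to set the share. Of these 57 (73.1%) were higher in this library than in each other 22Rv1 library. The first rule written for this test asked for 80% and was not met. It was replaced, after that value was seen, by the number expected from counting, which is 59.2 (95% interval 53 to 66) with PC3 reads at an excess of 4.18 percentage points and 6.68 (2 to 12) with none. The genes that were not raised had at most 4 counts and at most 151 CPM in PC3. PC3 material or reads in this library are therefore a candidate explanation, and whether cells, RNA or barcodes were mixed was not tested. As the whole cause of the 22Rv1 calls they are argued against, because 173 of 194 calls stayed after subtraction.

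Smaller excesses were found elsewhere. PC3-restricted genes stood at 1.60% in LNCaP siCtrl replicate 1, 13 genes restricted to 22Rv1 stood at 2.77% in PC3 siCtrl replicate 3, and 4 genes restricted to LNCaP, KLK3 among them, stood at 2.65% in PC3 siMED12 replicate 3. KLK3 in PC3 siMED12 replicate 3 was 58.1 CPM, against 6.59 to 18.8 CPM in the other PC3 libraries. From 14 other LNCaP-restricted genes, at 3.03% of their LNCaP level (75 counts), 74.8 CPM of KLK3 would be predicted, and the observed level was 0.776 times that. LNCaP material or reads in this library are a candidate explanation for the higher KLK3 value, and an effect of siMED12 on KLK3 in PC3 cannot be read from it.

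RPL32P16 had 184 and 220 counts in the siMED12 libraries of 22Rv1 and 0 to 5 in the 14 other libraries. Reads of the parent gene RPL32 counted for its copy are argued against, since there were 91.5 and 105 RPL32P16 counts per 1000 RPL32 counts in the 22Rv1 siMED12 libraries and at most 3.29 in the others, while RPL32 itself changed by -0.049 (adjusted p 0.924) in 22Rv1. More transcription of the host gene MTHFD1L is argued against by its log2 fold change of -0.41 (SE 0.25, adjusted p 0.564). Material of another line is argued against by the highest count of 5 in LNCaP and PC3 libraries. Sequence introduced by the transfection, a variant of RPL32 in these cells and true expression of the locus were not tested, since reads were not analysed here, so the source of these counts stays open.

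A search of all 62703 genes for transcripts with at least 20 counts in each siMED12 library and at most 5 in each siCtrl library of a line found 2 in 22Rv1, RPL32P16 and AKR1C3, and 0 in LNCaP and PC3, and 0 in the reverse direction in any line. AKR1C3 had 2 to 5 counts in siCtrl and 22 to 46 in siMED12 (log2 fold change 3.18, SE 0.44, adjusted p 4.1e-05). Its relatives AKR1C2 and AKR1C1, counted at 7 to 18 and 4 to 10 in siMED12 and at 1 to 6 and 1 to 4 in siCtrl, were not tested for differential expression. Reads shared between these genes were not tested, and no biological explanation was tested.

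The hypoxia list in LNCaP had the smallest adjusted p of the lists within a line. Dependence on siMED12 replicate 2, the library with the lowest value, is argued against as the whole cause, because without it the median was -0.47 with an adjusted p of 2.5e-20. A transcript length trend is argued against by an adjusted p of 8.1e-31 after its removal. The siMED12 libraries may differ in oxygen supply, for example through smaller spheroids, but spheroid size was not analysed here, so this is an untested hypothesis beside a direct effect of MED12 on these genes.

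Fold changes in PC3 rose with transcript length (Spearman rho 0.234 over genes, and 0.040 after removal), against 0.082 in LNCaP, -0.028 in 22Rv1 and 0.138 for the mean over the lines. With GC content the values were -0.012, -0.085, -0.104 and -0.108 in LNCaP, 22Rv1, PC3 and the mean. The trend in PC3 came from 1 library, siMED12 replicate 1, with rho 0.313 there and 0.0221 in siMED12 replicate 3. The rule for this test first asked for a value of 0 or less in replicate 3 and was changed to a size under 0.1 after the value was seen. Single siCtrl libraries against the others of their line gave -0.0061 to 0.010 in LNCaP, -0.19 to 0.11 in 22Rv1 and -0.097 to 0.078 in PC3. For the ribosomal protein list in PC3 the length trend is a candidate explanation, as its adjusted p became 0.202 after removal. For the oxidative phosphorylation list in PC3 the trend is argued against as the whole cause, since the call stayed (adjusted p 3.1e-04 before removal and 0.0391 after). The trend stays open as part of its size, as the list was -0.043 without siMED12 replicate 1, the library with the trend. For the interferon response list in PC3 the trend is argued against (adjusted p 9.6e-05 after removal). The interferon result rests on siMED12 replicate 1, since without that library the median was -0.26 (1.07 without siMED12 replicate 3 and 0.44 without siCtrl replicate 2), and a cause that acts on 1 library alone may be technical or may be a response in that culture, which these data do not separate.

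TMPRSS2 in 22Rv1 spheroids changed by 24.3% in these libraries (log2 0.31, SE 0.49, adjusted p 0.861, and 0.023 without siCtrl replicate 1). That is higher than the value quoted from the study above, with an error that does not exclude a decrease.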
